A study of Homo sapiens with 8 samples. Its data were reported in "PRMT1 methylation of WTAP promotes multiple myeloma tumorigenesis by activating oxidative phosphorylation via m6A modification of NDUFS6" (2023).

How the data were processed

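The m6A-seq experiment was done in MM.1S cells, an established human multiple myeloma line, transfected with control siRNA or with siRNA against PRMT1, a type I protein arginine methyltransferase. The 8 libraries fall into 4 groups of 2, namely control input, control m6A immunoprecipitation (IP), PRMT1 knockdown (PRMT1 KD) input and PRMT1 KD IP. Per the labels, poly(A) RNA was selected from total RNA, fragmented with heat and magnesium, and either kept as input or precipitated with an m6A antibody. Strand-marked libraries were made with dUTP and sequenced as paired ends. Groups were taken from the sample labels. The titles of 2 PRMT1 KD libraries name the line with another number, while their cell line field says MM.1S; they were kept in the group that their labels give.

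The submitters' processing notes name fastp, FastQC, HISAT2, HOMER, StringTie and edgeR without versions, and the builds GRCh38 and hg38. The peak caller and the scaling of IP against input are not given in the sources used here. The authors deposited 1 peak list per condition, and the labels tie each list to all 4 libraries of that condition, so the replicates were combined before deposit. For each peak the authors deposited the genomic span, a log2 fold enrichment of IP over input, a p-value and an adjusted p-value, the transcript region and the gene. All enrichments and p-values per peak are the authors' values. No value per library was used here, so the depth of each library is unknown, and the differential tests per peak and per gene planned for such values were not run. A motif count was not run because no genome sequence was used here.

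The columns were checked before use. No p-value exceeded 0.05 in either list, so the lists hold peaks that passed that threshold. The p-value was listed as 0 for 2776 control and 3274 PRMT1 KD peaks, which have no order among themselves by p. The start column was taken to count from 0. The reason is that 5541 control and 5770 PRMT1 KD peaks start 1 position before the listed start of their gene, against 0 and 1 peaks that start at it. The listed peak length goes the other way: it is end minus start plus 1 for all 48014 control and 47700 PRMT1 KD peaks. Starts are given here with 1 added on the first ground, so starts and spans may be off by 1 bp. Peak spans include introns, so a long span is not a long stretch of RNA. Of 17588 gene identifiers with a peak in either list, 14104 (80.2%) carried a name that is a current RefSeq symbol (assembly GRCh38.p14), and 312 others carried a RefSeq synonym. Gene names are those of the lists.

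Shares of peaks per region were computed from the authors' annotation with exact (Clopper-Pearson) 95% intervals, which cover counting error only. Peaks of both lists were intersected on the same strand with at least 1 bp shared (bedtools 2.31.1). A pair was a control peak and a PRMT1 KD peak of the same gene that overlapped each other and no other peak. The leading pair of a gene was the one with the highest mean log2 enrichment. Because the scaling of the lists is unknown, enrichments were not subtracted between lists; each leading pair was ranked within each list among the same pairs, as a percentile, and the rank shift is the PRMT1 KD percentile minus the control percentile. A positive shift is a higher place in the PRMT1 KD list relative to the other genes, and says nothing of an absolute gain of methylation. This paired comparison was not among the tests fixed beforehand; it was added after the lists had been examined. It was first computed as log2 differences between the lists, with random lists matched on enrichment, and was replaced by ranks because the scales of the lists cannot be compared directly. The results of the first form had been seen, and the same gene lists stood apart in it, so the choice of ranks was not blind. For each gene list, the median shift was set against 10000 random lists of the same size matched on mean rank (10 classes). Intervals of medians come from 1000 resamplings of genes and cover the spread between genes, not between cultures. These percentiles describe the 2 lists; with 1 pooled list per condition, no difference between conditions has a replicate check.

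Before the data were examined, 27 gene lists were fixed: the OXPHOS genes with primers in the study, subunits of respiratory complexes I to V, mitochondrially encoded proteins, m6A writers, m6A erasers and readers, arginine methyltransferases, plasma cell identity, unfolded protein response, proteasome, cell cycle, FoxO and AMPK signalling, apoptosis, glycolysis, arginine-methylated RNA-binding proteins, mitochondrial and cytoplasmic ribosomal proteins, classical m6A carriers, interferon response, heat shock and stress, and markers of T and NK, myeloid, stromal or epithelial, and erythroid cells. The union of complexes I to V is called OXPHOS genes below and was formed after the lists were examined. The share of members with a peak was compared with that of other RefSeq protein-coding genes by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over 54 tests. Another form, on genes with a peak in the best 25% against genes with a peak in either list, had been run before this one and was set aside for the fixed one. The KEGG pathways and gene families in the closing part were exploratory. RefSeq protein-coding genes stand in for the expressed genes of the plan, as no expression values were used; mitochondrially encoded genes carry other symbols there and were not tested. The genes always named are PRMT1, NDUFS6, WTAP, METTL3, METTL14 and YTHDF2. Per list, the 10 genes with the highest enrichment among peaks in the best 25% by adjusted p were named, then the 10 such genes with no peak in the other list, and up to 4 members of each gene list with the highest enrichment. Clone-based names were skipped.

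The overlap and list steps were tested on simulated data first. All 33844 planted overlaps among 48014 control peaks were recovered, with 0 false ones. They were overlaps of the control list with a copy of itself, part of it moved to an empty chromosome name. This checks the running of the step only, not partial overlaps between different lists. A log2 shift of 0.3 planted in lists of 40 genes, for the rank shift over 13321 genes, was recovered in 49 of 50 lists, while 6 of 50 unshifted lists fell outside the middle 95%. In a check added later, over 2660 lists of random genes of the sizes of the KEGG pathways, 146 (5.49%, exact 95% interval 4.65% to 6.42%) did. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used. Alternatives tried were a p threshold 100 times stricter, a higher fold threshold, spans of at most 1 kb, each gene counted once, 50% reciprocal overlap, any strand, equal numbers of peaks, another background, and other matching of the random lists.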

Results

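To examine m6A, the methyl mark on adenosine in mRNA, after loss of PRMT1, peaks of m6A IP over input were compared between control and PRMT1 KD MM.1S cells. Each condition had 2 IP and 2 input libraries, combined by the authors into 1 peak list, so the values below have no error across cultures. The control list held 48014 peaks in 16427 genes, and the PRMT1 KD list held 47700 peaks in 16476 genes, about 2.92 and 2.89 peaks per gene. The median log2 enrichment was 1.09 in the control list (quartiles 0.78 and 1.75) and 1.29 in the PRMT1 KD list (quartiles 0.89 and 1.94). The median genomic span was 535 bp in the control list and 550.0 bp in the PRMT1 KD list, and 39.1% of peaks in each list spanned more than 1 kb.

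PRMT1 itself was looked at first. PRMT1 (ENSG00000126457, chromosome 19) had 5 peaks in each list. All were weak, with log2 enrichment between 0.63 and 0.92 in the control list and between 0.73 and 0.94 in the PRMT1 KD list. The control peak in a coding exon at 49685529 to 49686112 (log2 0.74) overlapped the PRMT1 KD peak at 49685529 to 49686187 (log2 0.90). A peak in the 3' UTR at 49688259 to 49688633 (log2 0.90) was in the PRMT1 KD list only. These values are relative to input, so they do not measure the PRMT1 transcript and cannot check the knockdown.

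The peaks with the highest enrichment among the best 25% of each list by adjusted p were then listed. SENP3, a SUMO protease gene, had a peak over the first bases of its 5' UTR at the same position in both lists (chromosome 17, 7561919 to 7562263), with log2 enrichment of 6.64 in the control list and 6.40 in the PRMT1 KD list. SCX, which encodes the transcription factor scleraxis, was also among the 10 highest such genes of both lists, with log2 5.53 in the control list and 5.75 in the PRMT1 KD list. The other genes of the control list were GAGE13 (log2 8.02), IGHG1, ZNF566, C1QTNF12, CHRNA10, N4BP3, PTPN12 and IGHV3-30, down to log2 5.38. The other genes of the PRMT1 KD list were BOLA2B (log2 5.89), BAIAP3, PWP2, PRR29, IKZF2, CHD3, SIGLEC17P and CPNE8-AS1, down to log2 5.11. The paired peak of GAGE13 had log2 0.95 in the PRMT1 KD list, and its rank went from percentile 99.9 to 6.03; GAGE genes are near-identical copies whose reads can be shared, so this value is uncertain. ZNF566 had log2 5.54 in the control list and 3.82 in the PRMT1 KD list. IGHG1 and IGHV3-30 are immunoglobulin heavy chain genes, and IKZF2 encodes a lymphoid transcription factor. Peaks of higher enrichment but weaker p lie outside this choice, since only 31 of 361 control peaks and 17 of 381 PRMT1 KD peaks with a log2 of at least 5 were in the best 25%. No single peak has a replicate check.

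The distribution of peaks over transcript regions was next compared. In the control list, 51.7% of peaks were in 3' UTRs (95% interval 51.2% to 52.1%), against 52.6% in the PRMT1 KD list (52.2% to 53.1%). Coding exons held 14.6% of control and 14.0% of PRMT1 KD peaks, 5' UTRs 11.7% and 11.6%, introns 6.46% and 6.10%, and exons of non-coding RNA 15.2% in each list. The intervals of the 3' UTR share did not overlap, but they cover counting error only, and a difference of this size could not be set against the spread between cultures. Peaks on non-coding RNA exons had the highest median log2 enrichment, 1.55 in the control list and 1.71 in the PRMT1 KD list, and coding exon peaks the lowest, 0.85 and 0.95. Of control peaks, 16.7% reached the last 5 bp of their gene, against 18.0% of PRMT1 KD peaks.

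**Figure D1:**
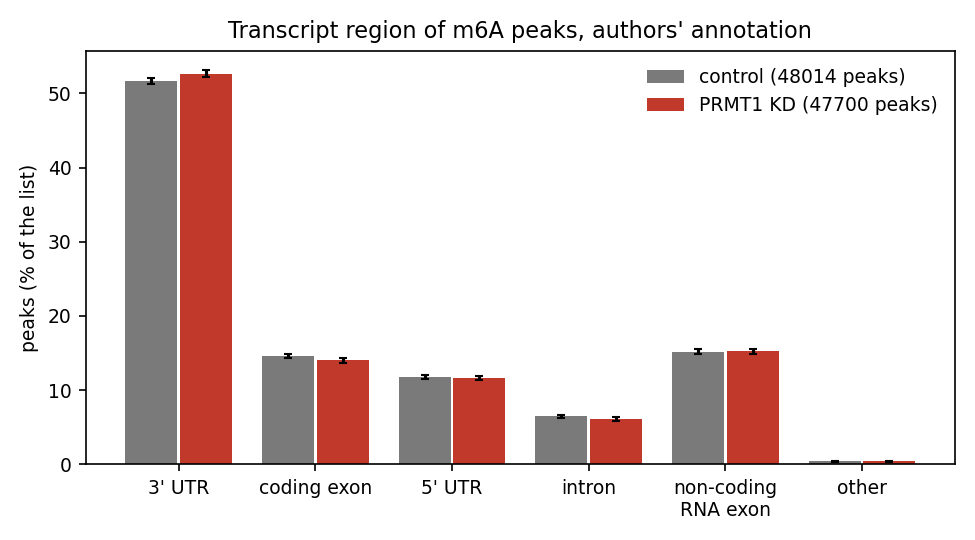
Share of peaks (percent of the list) in each transcript region by the authors' annotation, for control (grey) and PRMT1 KD (red), with bars for exact 95% intervals of counting error. The 3' UTR held 51.7% of control and 52.6% of PRMT1 KD peaks, and the other regions were also close between lists.

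To see which peaks were found in both conditions, the lists were intersected. Of control peaks, 34557 (72.0%, 95% interval 71.6% to 72.4%) overlapped a PRMT1 KD peak, and 34488 PRMT1 KD peaks (72.3%, 71.9% to 72.7%) overlapped a control peak. The share was 48.0% of control and 48.3% of PRMT1 KD peaks when 50% of both spans had to be shared. The 13457 peaks found only in the control list were weaker, with a median log2 enrichment of 0.86 against 1.20 for shared control peaks. They were also less often in 3' UTRs (38.6% against 56.8%) and more often in introns (12.4% against 4.13%). The 13212 peaks found only in the PRMT1 KD list had a median of 0.95 against 1.46 for shared peaks there. Absence from the other list is not a test of a difference.

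By gene, 15315 genes had a peak in both lists, 1112 in the control list only and 1161 in the PRMT1 KD list only. The genes with a strong peak in the control list only were led by P2RY11 (log2 3.11), PCDHGA4, MIR210, MIRLET7I, BIVM-ERCC5, ASNSD1, ZNF223, CT55, RHNO1 and LINC00623 (log2 2.32). Those in the PRMT1 KD list only were led by ZNF695 (log2 3.04), PCDHGB2, ASDURF, C17orf67, MIR1915HG, RNU6-55P, MRPL53, NME8, RHEBP1 and TCL1B (log2 1.90). Several of these genes overlap a neighbour. The ASNSD1 peak of the control list (chromosome 2, 189663925 to 189670827, log2 2.73) and the ASDURF peak of the PRMT1 KD list (189666041 to 189670827, log2 2.77) lie on the same strand of the same locus. Of the 67 genes with a strong peak in 1 list only, 47 (70.1%, exact 95% interval 57.7% to 80.7%) had an overlapping peak of the other list that was given to another gene.

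The study asked how PRMT1 acts on OXPHOS genes, which encode the respiratory complexes, and singled out NDUFS6, a subunit of complex I. NDUFS6 (ENSG00000145494, chromosome 5, 1801407 to 1816048, plus strand) had 1 peak in the control list, in the 3' UTR at 1814636 to 1816048, with a log2 enrichment of 1.69 (adjusted p listed as 0). The PRMT1 KD list held the overlapping 3' UTR peak at 1814586 to 1816048, with log2 2.23 (adjusted p listed as 0). It also held a second peak over the first 100 bp of the gene, in the 5' UTR at 1801407 to 1801506, with log2 1.45 (adjusted p = 7.43e-06). Among the leading pairs of 13321 genes, the NDUFS6 3' UTR peak stood at percentile 53.0 in the control list and 63.7 in the PRMT1 KD list, a shift of 10.7 points. For comparison, the middle 95% of all genes ran from -42.2 to 39.1 points.

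**Figure D2:**
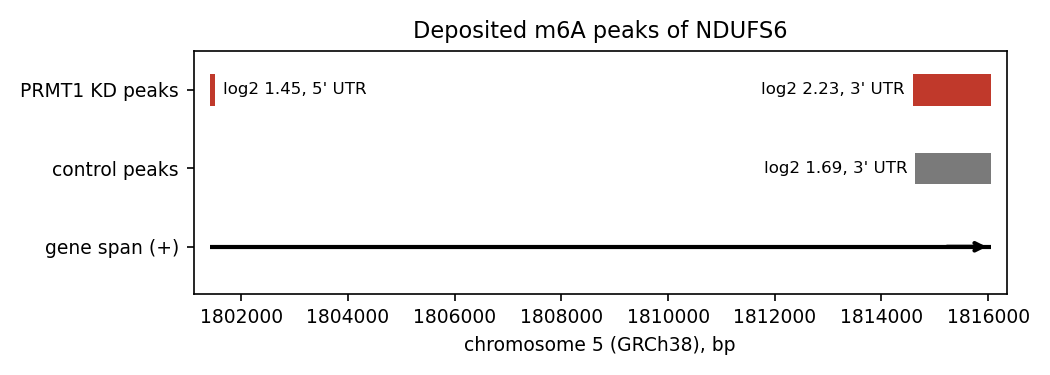
Deposited m6A peaks of NDUFS6 on chromosome 5 (GRCh38, position in bp); boxes are peaks of the control (grey) and PRMT1 KD (red) lists with their log2 enrichment, and the arrow is the listed span of the gene. Both lists hold the 3' UTR peak (log2 1.69 and 2.23), and the short 5' UTR peak is in the PRMT1 KD list only.

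OXPHOS genes stood higher in the PRMT1 KD list than in the control list, relative to other genes. Of the 76 nuclear-encoded subunits of complexes I to V, 75 had a peak in both lists and NDUFV2 in the control list only. Leading pairs were available for 66 of them, and 60 of these ranked higher in the PRMT1 KD list. Their median rank was 29.9 in the control list and 45.7 in the PRMT1 KD list, and the median shift was 12.2 points (95% interval 10.7 to 14.3 over genes). The middle 95% of matched random lists ran from -3.73 to 3.89. The median log2 enrichment of these genes was 1.18 in the control list and 1.77 in the PRMT1 KD list, against 1.61 and 1.86 over all leading pairs. The shift was smaller, 7.44 points (5.10 to 12.1), in the 29 of these genes with a p above 0 in both lists, of which 24 ranked higher in the PRMT1 KD list. This comparison was added after the lists had been examined.

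Each complex with enough pairs ranked higher in the PRMT1 KD list. All 10 paired subunits of complex IV (cytochrome c oxidase) ranked higher in the PRMT1 KD list, with a median shift of 16.4 points, as did all 14 of complex V (ATP synthase, 14.2 points) and all 8 of complex III (11.6 points). In complex I, 26 of 32 ranked higher, with a median of 9.61 points. Complex III, with its 8 genes, lay at percentile 98.1 of its random lists. It lay at 94.0 when they were also matched on 3' end and gene length (genomic span with introns). With lists matched on the precision that the p-values imply, it lay at 96.9. The other complexes stayed outside the middle 95% under both. UQCRC1 of complex III had log2 1.17 in the control list and 2.27 in the PRMT1 KD list, COX6C of complex IV had 2.01 and 2.83, ATP5ME of complex V had 1.54 and 2.32, and NDUFB4 of complex I had 2.11 and 2.84. The leading pair of NDUFB2 ranked lower in the PRMT1 KD list (log2 0.83 and 0.74), while its highest peaks, which were not paired, had log2 2.23 and 2.56. Only SDHC (log2 1.16 and 1.55) and SDHD (0.70 and 1.03) of the 4 complex II subunits could be paired. Of the 18 OXPHOS genes with primers in the study, 16 could be paired and 14 ranked higher in the PRMT1 KD list (median 13.3 points). The paper presents its qRT-PCR of OXPHOS genes as a follow-up of RNA-seq after the same knockdown, and does not say how each gene was chosen. They are therefore not taken as independent evidence of direction. In the lists each peak is given to 1 gene, so a neighbouring gene under the same peak is not counted. Of the 13 mitochondrially encoded proteins, 7 had a peak in both lists, MT-CYB in the PRMT1 KD list only and 5 in neither. Among the 5 that could be paired, 2 ranked higher and the median shift was -1.19 points.

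**Figure D3:**
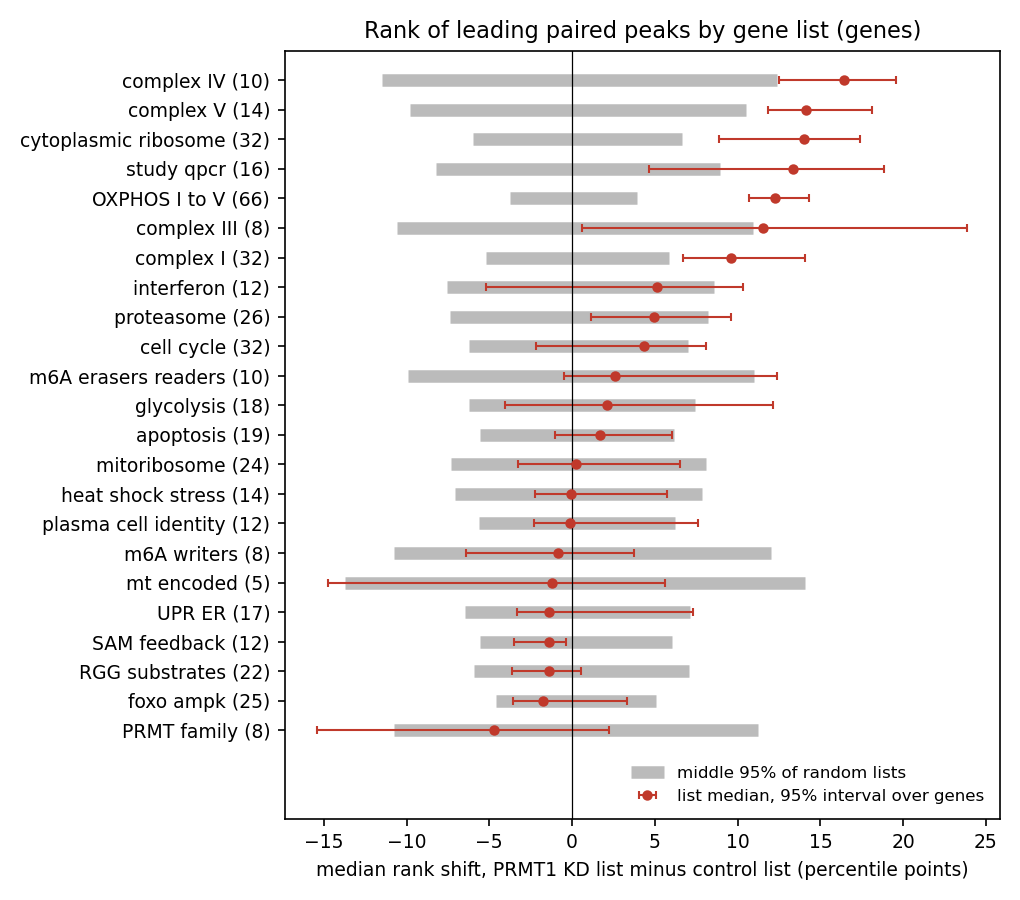
Median rank shift (percentile points, PRMT1 KD list minus control list) of the leading paired peaks of each gene list, with the number of paired genes in brackets; red points and bars are medians with 95% intervals over genes, and grey bars the middle 95% of 10000 random lists matched on mean rank. The medians of complexes I, III, IV and V, of their union, of the genes with primers in the study and of the cytoplasmic ribosome lie to the right of their grey bars.

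Cytoplasmic ribosomal protein genes stood apart in the same way. Of 32 paired genes, 27 ranked higher in the PRMT1 KD list, with a median shift of 14.0 points (8.90 to 17.4) against -5.96 to 6.66 in random lists. With pairs away from the 3' end, an alternative chosen after seeing the data, the median was 8.17 points (0.14 to 14.8) over 23 genes. RPS3 had log2 2.28 in the control list and 3.16 in the PRMT1 KD list, and RPL30 had 2.23 and 3.16. Mitochondrial ribosomal protein genes did not stand apart, with 13 of 24 ranked higher and a median of 0.23 points. MRPS12 had log2 2.61 and 2.73 at its highest peaks. Single genes moved both ways, as with MRPS7 (log2 2.90 and 1.64) and MRPS35 (0.61 and 1.73).

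**Figure D4:**
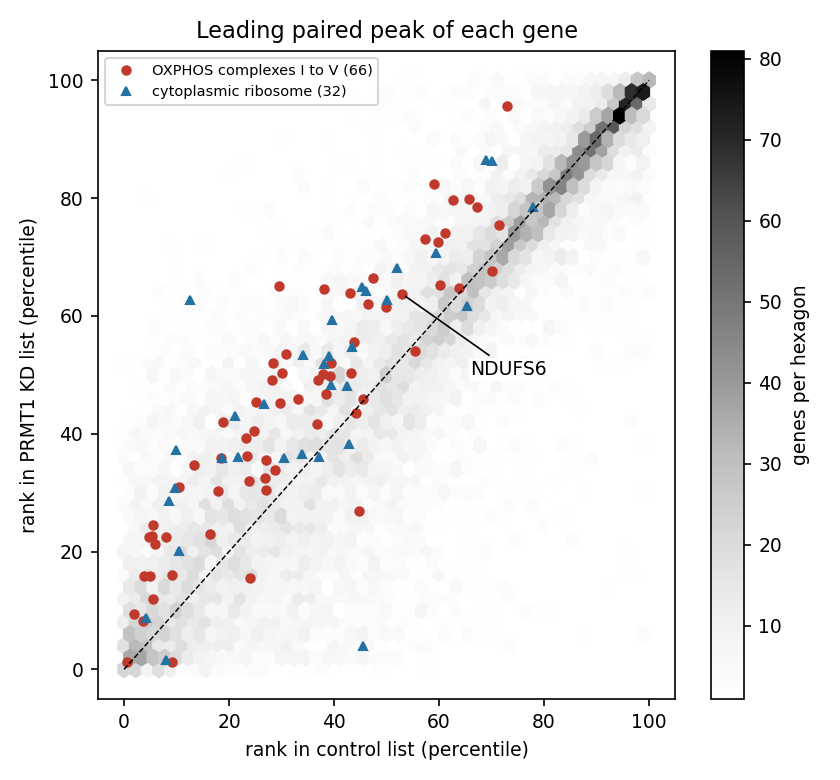
Rank (percentile) of the leading paired peak of each of 13321 genes in the control list (horizontal) and in the PRMT1 KD list (vertical); grey hexagons count genes, red circles are OXPHOS genes, blue triangles cytoplasmic ribosomal protein genes and the dashed line marks equal rank. Of the OXPHOS genes, 60 of 66 lie above the line, NDUFS6 among them.

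The m6A machinery was examined next, as the study proposed that PRMT1 acts through WTAP. That proposal concerns arginine methylation of the WTAP protein. The values here are m6A peaks on the transcripts of these genes, so they do not test that proposal. WTAP, a regulatory subunit of the methyltransferase complex, stood at percentile 93.9 of leading pairs in the control list and 92.7 in the PRMT1 KD list. Its 5' UTR peak (chromosome 6, 159725910 to 159727531 in the control list) had log2 3.64 in the control list and 3.62 in the PRMT1 KD list, and its 3' UTR peak had 2.29 and 2.47. METTL3, the catalytic subunit, had 4 peaks in the control list and 7 in the PRMT1 KD list, the highest in the 5' UTR with log2 1.27 and 1.66. METTL14, its partner, had 5 peaks in the control list, of which 2 passed the stricter p. In the PRMT1 KD list it had 1 peak, with a span of 26004 bp. That peak overlapped 1 control peak and no other, with log2 2.60 in the control list and 2.49 in the PRMT1 KD list. YTHDF2, a reader that promotes decay, had 4 and 3 peaks, the highest with log2 3.00 and 3.07. All 9 writers had a peak in both lists. Of 8 paired genes, 3 ranked higher in the PRMT1 KD list, with a median shift of -0.84 points (-6.43 to 3.74). The largest move was that of CBLL1 (log2 1.80 and 1.10), from percentile 56.6 to 10.8. The highest peaks of the group, besides WTAP, were those of RBM15 (log2 4.06 and 4.18), RBM15B (3.26 and 3.17) and METTL16 (2.71 and 2.72). RBM15 could not be paired, and the peaks of RBM15B and METTL16 were not their leading pairs. Of 13 erasers and readers, 10 had a peak in both lists and IGF2BP1, IGF2BP2 and IGF2BP3 in neither, with a median shift of 2.61 points. Arginine methyltransferases, led by PRMT6 (log2 2.78 and 3.01) and PRMT9 (2.68 and 2.44), had a median shift of -4.70 points, inside the range of random lists (-10.8 to 11.2).

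The oncogene MYC had log2 3.26 in the control list and 3.27 in the PRMT1 KD list, and the anti-apoptotic gene BCL2 had 3.97 and 4.04. Of 17 plasma cell identity genes, 16 had a peak in both lists and MAF in neither. IKZF3 and TENT5C were among the highest, and the median shift was -0.10 points. Unfolded protein response genes (median -1.37 points), FoxO and AMPK genes (-1.78 points), apoptosis genes (1.67 points), glycolysis genes (2.12 points), arginine-methylated RNA-binding proteins (-1.40 points), classical m6A carriers (-1.38 points, 1 of 12 ranked higher) and heat shock genes (-0.06 points) lay within the middle 95% of their random lists. The same held for the proteasome (4.98 points, 19 of 26 ranked higher), the fixed list of cell cycle genes (4.35 points, 18 of 32) and interferon response genes (5.12 points, 8 of 12). The larger cell cycle pathway of the deposited KEGG column, examined after the lists were seen, lay above its random lists (3.33 points, 63 of 105 ranked higher, percentile 99.4). GADD45B (log2 3.89 and 3.99), JUN (3.75 and 3.73), MCM3 (3.09 and 3.20), IFIT2 (3.10 and 3.54) and ERN1 (2.77 and 3.05) were among the highest of these groups. PSMA3 had log2 1.62 and 2.00. ACACA had log2 4.71 and 2.76, and its rank went from percentile 98.4 in the control list to 77.8 in the PRMT1 KD list. PKM had log2 4.65 and 7.12, but its rank moved little, from percentile 98.2 to 99.7.

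The share of genes with a peak was compared with that of other protein-coding genes. All 76 OXPHOS genes had a control peak against 58.7% of 19980 other protein-coding genes (Fisher's exact test, two-sided, adjusted p = 2.42e-16), and 75 had a PRMT1 KD peak against 58.9% (adjusted p = 8.72e-15). This was not particular to OXPHOS genes. The background holds genes that these cells may not express, and such genes cannot carry a peak. A higher share can therefore come from expression alone. Of the other 26 lists tested, the single complexes and the primer genes included, 18 also had a higher share than other genes at an adjusted p below 0.05 in the control list, and 18 in the PRMT1 KD list; cell cycle (32 of 32, adjusted p = 4.05e-07 in the control list) and cytoplasmic ribosome genes (33 of 33, adjusted p = 3.25e-07) were among them. With genes that had a peak in either list as background, the adjusted p was 0.629 in the control list and 1 in the PRMT1 KD list. Of the markers of other cell types, CD3E and CD3G had peaks in both lists among 8 T and NK cell markers, with log2 1.19 and 1.49 for CD3E. KRT8 and KRT18 had peaks in both lists among 10 stromal and epithelial markers, LYZ and ITGAM had one in the PRMT1 KD list only among 8 myeloid markers (log2 1.93 and 1.60), and none of 7 erythroid markers had a peak.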

Values the study reported

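By RNA-seq of MM.1S cells, the study reported 2731 differentially expressed genes after PRMT1 knockdown, of which 1244 were lower and 1487 were higher. It gave the half-life of NDUFS6 mRNA as 6.352 h in control cells and 10.45 h after WTAP knockdown.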

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

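The alternatives for gene list ranks, for the NDUFS6 rank and for PRMT1 peaks were chosen after seeing the data, as was the union of complexes I to V on which the OXPHOS alternatives run; the others were fixed before. The rank shift of OXPHOS genes stayed above the middle 95% of its random lists in all 7 alternatives run, with medians between 9.98 points (spans of at most 1 kb) and 12.6 points (stricter p in both lists), and with pairs away from the 3' end it was 11.6. Cytoplasmic ribosomal protein genes also did in all 7 alternatives, with medians from 8.17 points (pairs away from the 3' end) to 15.4 points (highest peak of each gene). The m6A writers stayed inside that range in all 7. The NDUFS6 shift was between 11.5 and 12.6 points in the alternatives that gave one; with spans of at most 1 kb and with pairs away from the 3' end, NDUFS6 had no pair. Peak numbers depended on the threshold. A fold of at least 2 times the lowest left 20283 control and 25521 PRMT1 KD peaks, and spans of at most 1 kb left 29227 and 29064. The 3' UTR share was 54.3% of control and 55.4% of PRMT1 KD peaks with the stricter p, and 53.2% and 56.9% with each gene counted once. The share of control and PRMT1 KD peaks shared was 48.0% and 48.3% with 50% reciprocal overlap, 73.8% and 74.3% on any strand, 77.6% and 74.0% with the stricter p in both lists, 81.5% and 80.8% with the stricter p in that list only, and 76.4% and 76.2% with equal numbers by p. With genes that had a peak in either list as background, the OXPHOS enrichment for having a peak ended, at adjusted p of 0.629 in the control list and 1 in the PRMT1 KD list; nearly all genes of that background have a peak by construction. PRMT1 had 3 control peaks with the stricter p and 3 PRMT1 KD peaks with spans of at most 1 kb. Of the alternatives for other values, 25 kept the result and 8 ended one, all of them other gene lists against that background. For the other changes the cause was not tested. No paired analysis was possible because each list pools both replicates of a condition, and for the same reason replicates could not be left out. The motif counts, the annotation by midpoint, the tests of differential peaks and of input expression and the enrichment per gene and library were not run. Depth per library is unknown, so it cannot be said how far it limits the weak peaks.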

Other observations

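All tests in this part were chosen after results had been seen; those of position, abundance and NDUFS6 were first set down for log2 differences between the lists and restated for ranks once that form had been seen. Beyond the fixed lists, 266 pathways of the deposited KEGG column with at least 15 paired genes were ranked in the same way, and 23 lay above and 10 below the middle 95% of their random lists. In 10 rounds of 266 lists of random genes of the same sizes, 8 to 20 lists fell outside, with a mean of 14.6; pathways share genes and are not independent, which these rounds leave out. The highest median shifts were those of nicotinate and nicotinamide metabolism (13 of 17 genes ranked higher in the PRMT1 KD list), oxidative phosphorylation (10.7 points, 84 of 101) and ribosome (10.5 points, 90 of 113). Base excision repair (8.01 points, 23 of 28) and degradation of valine, leucine and isoleucine (7.14 points, 23 of 38) were also high, and the cell cycle pathway (3.33 points, 63 of 105) was among the 23. Medians below the middle 95% included those of Th1 and Th2 cell differentiation (-3.99 points, 18 of 48 ranked higher), glutamatergic synapse (-3.73 points, 18 of 50) and osteoclast differentiation (-3.40 points, 27 of 70). Zinc finger genes of the ZNF family, which carried high enrichment in both lists (median log2 2.44 and 2.61), ranked slightly lower in the PRMT1 KD list (-1.40 points, 132 of 354 ranked higher, percentile 0.18).

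On the mitochondrial genome, the control list held 11 peaks in 7 genes and the PRMT1 KD list 12 peaks in 9 genes. MT-ND6, the only one of them listed on the minus strand, was the highest in both, with log2 1.98 and 2.34. MT-RNR1 (log2 0.88) and MT-CYB (log2 0.99 and 0.89 at its 2 peaks) had peaks in the PRMT1 KD list only. Peaks that reached the last 5 bp of their gene ranked higher in the PRMT1 KD list by a median of 3.15 points (95% interval 2.76 to 3.61 over genes), and coding exon and 5' UTR peaks ranked lower by medians of -2.95 and -2.94 points.

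The rank shift of OXPHOS genes may come from where their peaks lie, since peaks that reach the 3' end ranked higher in the PRMT1 KD list. In random lists matched on mean rank, 3' end and gene length, the OXPHOS median still lay at percentile 100. Gene length here is the genomic span with introns, in 3 classes. The result argues against position in these terms as the whole cause, but the length of the mRNA was not matched. Abundance itself was not measured here. A proxy was the precision of the log2 enrichments that the p-values imply, summed over both lists. With random lists matched on it, among pairs with a p above 0 in both lists, the OXPHOS median lay at percentile 99.3. The proxy is built from the same enrichments and sums both lists. It therefore cannot show a change of input after knockdown, and abundance stays open. For 56.1% of OXPHOS pairs, against 15.8% of all pairs, a p was listed as 0, and the proxy could not grade them. A change particular to OXPHOS genes was not borne out, because cytoplasmic ribosomal protein genes lay at percentile 99.99 under the position matching. Candidate explanations that cover both groups include lower input of abundant short transcripts and altered methylation after PRMT1 loss. They were not tested here and need values per library. The paper reported by qRT-PCR that most OXPHOS genes it measured fell after PRMT1 knockdown. It also reported lower NDUFS6 mRNA, and by MeRIP-qPCR a higher m6A level of that mRNA. From its m6A-seq, the experiment examined here, it reported an increased NDUFS6 m6A peak and enrichment of the OXPHOS pathway after PRMT1 knockdown. These reports were not used here to decide between the explanations.

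The NDUFS6 shift of 10.7 points may be shared in part with genes that have peaks of the same kind. The median of the 386 genes in its class of mean rank, 3' end and gene length was 2.98 points, well below the NDUFS6 shift. NDUFS6 lay at percentile 70.5 of that class, but the class is wide, with a middle 95% from -35.2 to 44.4 points, and would hold most shifts. A shift of this size was not particular to NDUFS6, since the median over the 66 paired OXPHOS genes was 12.2 points. How far the NDUFS6 shift is shared with its own class cannot be told from these lists. The biological explanation that the study proposes stays open and untested here.

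Genes with a strong peak in 1 list only could reflect gain or loss of methylation, or the assignment of a shared peak to a neighbouring gene. An overlapping peak of the other list was found for 70.1% of the 67 such genes, as with ASNSD1 and ASDURF, which is consistent with assignment for most of them. Of all 2273 genes found in 1 list only, 8.23% had such a peak, so for most of the weaker ones no such peak was found.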
